A study of Mus musculus with 12 samples. Its data were reported in "The m6A methyltransferase METTL14 promotes oncogenic Kras induced juvenile myelomonocytic leukemia through dysregulating autophagy" (2025).

How the data were processed

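RNA from bone marrow cells of the Lin-c-Kit+ gate (without lineage markers, with c-Kit), a fraction rich in hematopoietic stem and progenitor cells (HSPCs), was profiled in 3 genotypes of mice. Control mice were wild type, Kras mice carried an inducible oncogenic Kras allele switched on by Mx1-Cre, and Kras;M14-/- mice carried the same alleles together with floxed Mettl14. The assay was m6A immunoprecipitation sequencing, in which fragmented RNA is sequenced before (input) and after (IP) capture with an antibody against N6-methyladenosine. The labels describe 12 libraries, 6 input and 6 IP, with 2 of each kind per genotype. The input libraries measure transcript levels and were analysed here. The IP values were not used here, so the planned comparisons of m6A enrichment were not made.

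The deposited values were FPKM per gene, fragment numbers scaled to gene length and to the library total, which the authors had computed for each library and written to 2 decimals. The submitters' processing notes list fastp 0.19.4, a read trimmer, and HISAT2 2.0.4, a spliced aligner. The program that made the FPKM values, the genome build and the annotation release are not given in the sources used here. The labels call the molecule polyadenylated RNA, whereas the protocol in the same labels describes fragmented total RNA with removal of ribosomal cDNA. Small structural RNAs were present in the table and shared the FPKM denominator with mRNAs. Reads cannot be recovered from FPKM, so sequencing depth per library is unknown, and no counting interval or detection limit could be given. An FPKM of 0 was read only as a gene listed at 0, because transcripts that every cell uses, such as mt-Nd1, were listed at 0 in some libraries. A further 3 per-library columns carried names that match no label and were left out.

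Groups were taken from the genotype in the labels and the input fraction from the library titles. The titles of the Kras;M14-/- libraries name METTL4, whereas their genotype label names Mettl14, and the label was followed. Expression was tested in R 4.3.3 with limma 3.58.1 on log2(FPKM + 1), with a linear model of 3 genotype means over the 6 input libraries. An empirical Bayes variance prior with a mean-variance trend was used, with two-sided tests and Benjamini-Hochberg adjustment at 0.05. Genes with a mean FPKM of at least 1 were tested, which kept 12475 of 24892 genes. A fold change on the log2(FPKM + 1) scale understates the change of genes with low values. Each interval is a 95% confidence interval from this model. The labels do not say whether the libraries of a genotype came from separate animals, so every p-value measures only the spread between these libraries, which may be technical. The library numbers carried in the titles were not used to pair libraries. With 3 residual degrees of freedom, the model leaned on the variance prior.

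A total of 24 gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, and again with a correlation estimated from these libraries. Their p-values were adjusted over the lists of one comparison. They covered the m6A machinery, autophagy, lysosome, stem cell, proliferation, MAPK output, blood lineages and other cell types that a bead sort could hold, interferon response, p53, handling stress, mitochondrial and non-polyadenylated RNA, ribosomal proteins and m6A targets. Members were matched by symbol, with older histone names looked up in a RefSeq table. The autophagy panel of 8 genes was taken from the genes that the study had assayed by PCR.

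Genes named below follow a rule. Mettl14, Kras and the 8 panel genes were named in each comparison. Up to 10 genes with the largest change in each direction were added among those past the threshold with both libraries of one group above both of the other. Where fewer than 5 passed, genes of smallest unadjusted p filled the list to 5 and are given as values. Predicted genes (Gm symbols), Rik genes and pseudogenes were passed over, and up to 4 members of smallest p were taken from each list. Genes named outside the rule are said to be so where they appear. The design, the lists, this rule and most alternative settings were chosen before the data were examined. Tested alternatives covered the pseudocount, the filter, scaling, robust variance estimation, a replicate block, the threshold, the genotypes in the fit and leaving out each library. Alternatives chosen after seeing the data were restriction to protein-coding genes, scaling to their sum, leaving out the libraries with Xist, and leaving out gene lists with 1 measured member.

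The procedure was tested on simulated data for Kras against Control, with 11968 genes past the same filter and 50 genes changed at each of 4 sizes. It recovered 14% of genes changed by 1 on the log2 scale, 86% at 2, 98% at 3 and 100% at 4, with 8 false calls. The changed genes were drawn from those with a mean log2(FPKM + 1) above 3, so recovery at lower levels was not tested. A proliferation list shifted by 0.5 passed, while 0 of the 23 other lists did. The simulated genes varied independently of each other, so false calls of lists whose genes vary together were not tested. In the data, the estimated correlation between genes reached 0.83, for the interferon list.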

Results

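Transcript levels were measured in Lin-c-Kit+ bone marrow cells of Control, Kras and Kras;M14-/- mice, with 2 input libraries per genotype and 6 in all. FPKM values summed to between 571448 and 722833 per library, and the 10 most abundant features held 64.0% to 70.2% of each sum, with the highest share in Kras 2. One predicted gene, Gm23935, named here because of its abundance, held 33.2% of the sum in Control 2 and 41.9% in Kras 2. Protein-coding genes made up 22.4% of the sum in Kras 2 and between 26.2% (Kras;M14-/- 1) and 28.2% (Kras;M14-/- 2) in the others. Log2 values of replicate libraries correlated across tested genes at 0.899 in Control, 0.866 in Kras and 0.894 in Kras;M14-/-, and genes are not independent replicates. Kras 1 correlated more closely with Kras;M14-/- 2 (0.888), Kras;M14-/- 1 (0.885) and Control 1 (0.872) than with Kras 2, so the Kras libraries were no more alike than libraries of different genotype. Xist, the transcript of the inactive X chromosome, stood at 57.25 FPKM in Kras 2 and 23.56 in Kras;M14-/- 2 and at no more than 0.04 in the other 4 libraries. Sex was therefore not balanced between the libraries. The series description says that sequencing of the Mettl14 genotype was analysed together with earlier Kras and wild-type data. Whether this held for these libraries is not stated, so a sequencing batch cannot be told apart from genotype.

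Mettl14, a subunit of the m6A methyltransferase complex and the gene targeted in Kras;M14-/- mice, was not lower than in Kras in the libraries carrying that label, and lay below both Control values. Its FPKM was 5.34 and 5.69 in Control, 4.78 and 2.78 in Kras, and 4.47 and 5.07 in the libraries labelled Kras;M14-/-. The log2 fold change of the libraries labelled Kras;M14-/- against Kras was 0.30 (95% interval -0.38 to 0.98, limma adjusted p = 0.888), and against Control it was -0.18 (adjusted p = 0.894). A gene-level value cannot show the removal of an exon, so it does not tell whether the floxed part was deleted. Directions below that involve Kras;M14-/- rest on these labels. Kras itself was 10.0 ± 0.467 FPKM in Kras, 13.7 ± 3.12 in Kras;M14-/- and 11.8 ± 0.361 in Control (SD, n = 2), with adjusted p of 0.724 for Kras against Control.

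Kras against Control asked how transcripts of the sorted fraction differ with oncogenic Kras, and the main contrast lay between red cell genes and myeloid genes. A change in the mix of sorted cells cannot be told apart from a change within HSPCs in any comparison here. Erythroid genes fell as a group in Kras, with 20 of 21 measured members lower and a median log2 fold change of -1.69 (camera adjusted p = 1.7e-09; adjusted p = 0.433 with an estimated correlation). Car1, an erythroid carbonic anhydrase, was 96.5 ± 16.2 FPKM in Control and 18.0 ± 12.1 in Kras (SD, n = 2), a log2 fold change of -2.52. The alpha-globin gene Hba-a1 was 27.04 and 24.27 in Control and 1.62 and 0 in Kras, and Trim10 was 4.31 and 4.5 against 0.2 and 0. No erythroid member passed over all genes, 14 were lower at an unadjusted p below 0.05, and 9 fell when adjusted over the list alone. The erythroid mean also differed between the Kras libraries, at 2.46 in Kras 1 and 1.26 in Kras 2 on the log2 scale, against 3.72 and 3.87 in Control. Megakaryocyte genes, of which only 4 of 16 were measured, fell as well, with a median of -1.07 (adjusted p = 0.0231; adjusted p = 0.443 with an estimated correlation). The platelet chemokine Pf4 was 25.09 and 30.32 FPKM in Control and 0 and 2.63 in Kras, and the integrin Itga2b was 7.12 ± 0.502 against 3.23 ± 1.03 (SD, n = 2). Adjusted over the list alone, 3 members fell, and 0 over all genes. The megakaryocyte call ended without Control 2 (median -1.02), without Kras;M14-/- 1 (-1.07) and without Kras;M14-/- 2 (-1.07). The Kras;M14-/- libraries enter this comparison only through the estimate of spread and the filter on mean FPKM.

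Myeloid genes rose as groups in Kras. All 18 genes of the granulocyte-monocyte progenitor list were higher, with a median log2 fold change of 0.56 (camera adjusted p = 5.73e-09; adjusted p = 0.18 with an estimated correlation). Irf8, a transcription factor of monocyte and dendritic fate, was 18.5 ± 1.03 FPKM in Kras and 9.18 ± 1.92 in Control, and Gfi1, a granulocytic repressor, was 22.2 ± 3.25 against 10.8 ± 1.82 (SD, n = 2). No member of this list passed over all genes, and 0 when adjusted over the list alone, with 7 higher at an unadjusted p below 0.05. The dendritic list rose by a median of 1.05 (adjusted p = 7.16e-06; adjusted p = 0.18 with an estimated correlation), led by genes of antigen presentation that monocytes and B cells also express. Cd74, the invariant chain, was 99.6 ± 5.08 FPKM in Kras and 11.6 ± 1.88 in Control (SD, n = 2). The class II genes H2-Eb1, H2-Aa and H2-Ab1 had log2 fold changes of 3.03, 2.38 and 2.26. In this list 0 members passed over all genes, Cd74 being nearest at adjusted p = 0.0561, and 4 passed when adjusted over the list alone. Monocyte-macrophage genes rose by a median of 0.39 with 15 of 19 higher (camera adjusted p = 3.75e-04, and 0.18 with an estimated correlation). The 4 lower members were C1qb, C1qc, Mrc1 and Vcam1, named outside the rule. The protease gene Ctss was 81.8 ± 34.3 FPKM against 24.5 ± 1.56, and the chemokine receptor gene Ccr2 21.7 ± 9.29 against 6.99 ± 0.827 (SD, n = 2). Over the list alone 3 members passed, and 0 over all genes. Lysosomal genes rose by a median of 0.18 (adjusted p = 5.92e-04; adjusted p = 0.433 with an estimated correlation), with 25 of 30 higher and a median of 0.33 without Kras 2. Psap, a saposin precursor, was 113 ± 9.22 against 46.0 ± 6.02 FPKM (SD, n = 2). Adjusted over the list alone, 1 lysosomal gene rose, and 0 over all genes. Mature neutrophil genes, of a cell type outside the sort gate, rose by a median of 0.31 (adjusted p = 3.75e-04; adjusted p = 0.493 with an estimated correlation). S100a8 was abundant everywhere, at 1203 ± 56.1 FPKM in Control and 1808 ± 173 in Kras (SD, n = 2). Of the list, 2 members passed over the list alone and 0 over all genes. This neutrophil call ended without Kras 1 (median 0.04, adjusted p = 0.305), and without Kras 2 the median was 0.63.

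Proliferation genes fell slightly in Kras, by a median of -0.22 with 21 of 30 lower (camera adjusted p = 0.0231; adjusted p = 0.579 with an estimated correlation). Ccnb1, a mitotic cyclin, was 10.69 and 9.12 FPKM in Kras and 18.43 and 20.31 in Control, and the replication clamp Pcna was 51.8 ± 0.771 against 78.4 ± 3.13 (SD, n = 2). No member passed over all genes or over the list alone, and the call ended without Kras 2 (median -0.10, adjusted p = 0.178) and without Control 1 (-0.29, adjusted p = 0.0618). Without Kras 1 the median was -0.34. Mitochondrially encoded transcripts, listed beforehand as a sign of RNA quality, rose by a median of 0.78 (camera adjusted p = 0.0231, and 0.635 with an estimated correlation). That call ended without Kras 2 (median 0.38, adjusted p = 0.443) and without Control 2 (0.36, adjusted p = 0.149), and the median was 1.31 without Kras 1. In this list 0 members passed over all genes or over the list alone. Its member mt-Nd1 was listed at 0 in Control 2, Kras 2 and Kras;M14-/- 2, so whether the list reports RNA quality here is unclear. Of 20 transcripts induced by MAPK signalling, the pathway downstream of Ras, 10 were measured. The list stayed just short of the threshold with a median of 0.28 (adjusted p = 0.0519). Of the pathway's feedback regulators, Dusp6 was 14.1 ± 3.51 FPKM against 6.88 ± 2.24, and Spry2 was 4.98 and 2.99 against 1.79 and 1.75 (SD, n = 2). The stem cell list, with only 10 of 26 members measured, had a median of -0.44 (adjusted p = 0.0624). Meis1, a stem cell transcription factor, was 0.590 ± 0.0566 FPKM in Kras and 3.09 ± 0.283 in Control, and Kit, the receptor of the sort gate, 10.5 ± 0.361 and 15.8 ± 1.13 (SD, n = 2). The m6A machinery had a median of -0.17 (adjusted p = 0.175), with Hnrnpc, an RNA-binding protein, at 31.8 ± 1.01 against 49.3 ± 3.62 FPKM (SD, n = 2). The interferon, ribosomal protein and non-polyadenylated lists stood at adjusted p of 0.296, 0.321 and 0.125. Mast-basophil-eosinophil, B lineage, p53 and immediate early lists stood between 0.952 and 0.97, and the autophagy and m6A target lists at 0.869. Median and test differed in sign for B lineage genes (0.08, downward, 3 of 18 measured) and m6A targets (-0.12, upward).

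Gene by gene, 2 of 12475 genes rose in Kras against Control and 0 fell by limma, with 1545 at an unadjusted p below 0.05 (617 higher and 928 lower) where chance alone gives 624. Kctd12, which encodes a GABA-B receptor auxiliary subunit, was listed at 0 in both Control libraries and at 18.86 and 13.79 FPKM in Kras (adjusted p = 0.0183). The other was the predicted gene Gm42413, named outside the rule, at 0 in both Control libraries and 17.83 and 13.04 in Kras (adjusted p = 0.0183). Neither call held when any single library was left out, and the lowest adjusted p for Kctd12 was then 0.0632, without Kras 2. Next in order of p among higher genes were Cd74 (log2 fold change 3.01, adjusted p = 0.0561) and H2-Eb1 (3.03, adjusted p = 0.0743). After them came Cebpb, an emergency granulopoiesis factor, at 44.6 ± 4.53 FPKM against 14.9 ± 0.191 (SD, n = 2; log2 fold change 1.52, adjusted p = 0.0991). Fn1, which encodes the matrix protein fibronectin, was 63.1 ± 22.8 against 9.11 ± 1.22 (SD, n = 2; 2.62, adjusted p = 0.0991). Among genes with lower values, the RNA-binding gene Rbm42 stood at 0.540 ± 0.141 FPKM in Kras and 13.6 ± 0.361 in Control (SD, n = 2; adjusted p = 0.0743). Zfpm1, the GATA1 cofactor, stood at 6.66 and 5.51 against 25.34 and 18.84 (adjusted p = 0.168).

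**Figure D1:**
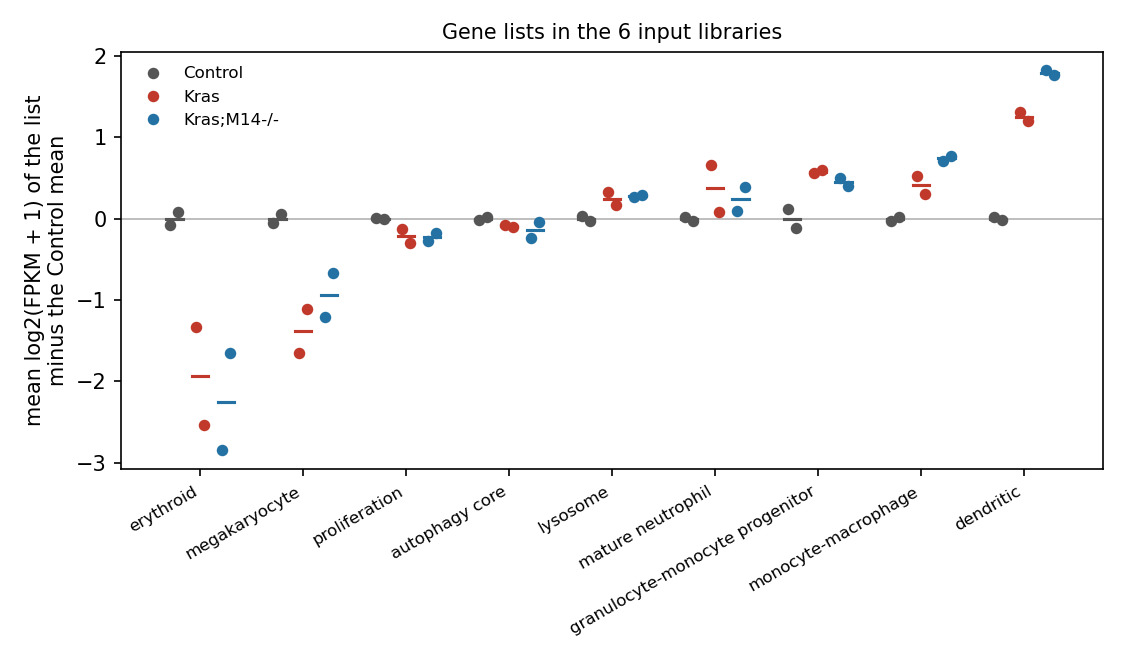
Mean log2(FPKM + 1) of the measured members of 9 gene lists in each of the 6 input libraries, minus the mean of both Control libraries; points are libraries and bars are means of 2. The erythroid points of Kras and Kras;M14-/- lie below both Control points and the dendritic points lie above them.

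Kras;M14-/- against Kras compared libraries with and without the Mettl14 knockout label in the presence of oncogenic Kras, with autophagy genes as the study's focus. No autophagy gene and no autophagy list passed the test, and changes of the size that the intervals allow remain open. By PCR on HSPCs, the study had reported lower Atg5, Atg9a, Atg4b, Atg4c and Atg13 with the knockout. Of these, Atg4b and Atg4c leaned the other way here, without passing. Atg5, which joins the LC3 conjugation complex, was 12.8 ± 1.91 FPKM in Kras;M14-/- and 13.8 ± 2.76 in Kras (SD, n = 2), a log2 fold change of -0.09 with a 95% interval of -0.66 to 0.48. Atg9a, a lipid scramblase of forming autophagosomes, was 3.12 and 2.99 against 4.7 and 3.94, a log2 fold change of -0.39 with an interval of -1.01 to 0.23. The log2 fold change was -0.36 for Atg13 and -0.26 for Tfe3, and 0.46 for Atg4b, 0.49 for Atg4c, 0.07 for Atg3 and 0.06 for Foxo3. Limma adjusted p lay between 0.865 and 0.982 over the panel. The 8 genes of the study's panel had a median of -0.02 (camera adjusted p = 0.838), and 0 passed over all genes or over the list alone. Because the study chose them on the same genotypes, their count is not independent evidence. Of the 40 measured genes of the wider autophagy list, 22 were lower and 18 higher, with a median of -0.02 (adjusted p = 0.782). Wipi2, a phosphoinositide-binding autophagy protein, was the sole member below an unadjusted p of 0.05. It stood at 2.12 and 1.91 FPKM against 3.8 and 3.88 (adjusted p = 0.819). Against Control, Kras had a log2 fold change of 0.80 for Atg9a (adjusted p = 0.329) and 0.52 for Atg3 (adjusted p = 0.33). The panel's adjusted p was then 0.611, with a median of -0.16 although camera leaned upward.

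**Figure D2:**
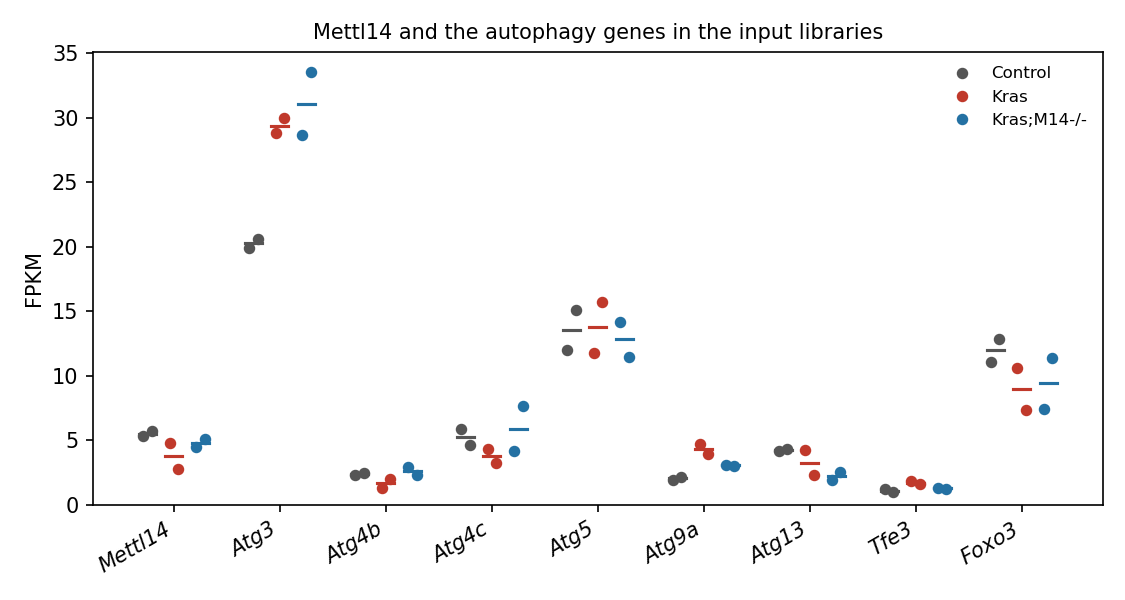
FPKM of Mettl14 and the 8 panel autophagy genes in each input library, on a linear axis; points are libraries and bars are means of 2 per genotype. Mettl14 points of Kras;M14-/- lie at 4.47 and 5.07, and those of Kras at 4.78 and 2.78.

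Dendritic and monocyte-macrophage lists passed between Kras;M14-/- and Kras at the preset correlation only, with no single member past the threshold. The dendritic list rose by a median of 0.49 with 9 of 10 members higher (camera adjusted p = 0.00787; adjusted p = 0.706 with an estimated correlation). Cd74 was 154 ± 42.9 FPKM against 99.6 ± 5.08, H2-Aa was 20.8 ± 2.03 against 12.3 ± 1.58 (SD, n = 2). Clec9a, a receptor of conventional dendritic cells, was 8.57 and 5.69 against 2.72 and 1.63. The monocyte-macrophage list rose by a median of 0.31 with 14 of 19 higher (adjusted p = 0.0369; adjusted p = 0.706 with an estimated correlation). Ctss was 139 ± 0.24 against 81.8 ± 34.3 FPKM and Ccr2 38.7 ± 2.12 against 21.7 ± 9.29 (SD, n = 2). In both lists 0 members passed over all genes and 0 when adjusted over the list alone. Mitochondrial transcripts fell by a median of -0.74, with mt-Co3, a respiratory chain gene, at 16.05 and 5.03 against 28.35 and 76.47 FPKM (adjusted p = 0.00195; adjusted p = 0.922 with an estimated correlation). Non-polyadenylated RNAs, histone and small structural transcripts that mark the capture step, fell by a median of -0.28 (adjusted p = 0.00756; adjusted p = 0.922 with an estimated correlation). The histone gene H3c3 stood at 92.9 ± 7.23 against 134 ± 23.7 FPKM (SD, n = 2). In these lists too 0 members passed over all genes or over the list alone. All 4 calls ended without Kras 2, with adjusted p of 0.086 for dendritic, 0.0836 for monocyte-macrophage, 0.159 for mitochondrial and 0.299 for non-polyadenylated genes. Their medians were then 0.51, 0.26, -0.37 and -0.26. Without Kras;M14-/- 2 the mitochondrial, non-polyadenylated and monocyte-macrophage calls ended as well (adjusted p = 0.414, 0.538 and 0.0586), with medians of -0.34, -0.10 and 0.30. Without Kras;M14-/- 1 the mitochondrial and non-polyadenylated medians were -1.32 and -0.48, and without Kras 1 the mitochondrial median was -1.35. The dendritic call ended without Kras 1 (0.0567), and the monocyte-macrophage call also without Control 1 (0.0522), Control 2 (0.0624) and Kras;M14-/- 1 (0.122).

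Lists of erythroid, granulocyte-monocyte progenitor and mature neutrophil genes did not pass between Kras;M14-/- and Kras, with medians of -0.41, -0.17 and -0.10 (adjusted p = 0.299, 0.331 and 0.264). Lrg1, a neutrophil granule gene, was 7.52 ± 2.56 FPKM in Kras;M14-/- and 18.4 ± 3.08 in Kras (SD, n = 2, adjusted p = 0.695). Stem cell genes, of which only 10 of 26 were measured, had a median of 0.18 (adjusted p = 0.782). Meis1 stood at 1.15 and 1.16 FPKM against 0.63 and 0.55. Proliferation genes had a median of 0.03 against a downward lean in camera (adjusted p = 0.813). MAPK output had a median of 0.23 with a mean of -0.06 and a downward lean (adjusted p = 0.782), and the m6A machinery a median of 0.08 with a downward lean (adjusted p = 0.869). Lysosome and ribosomal protein genes had adjusted p of 0.961 and 0.782, m6A targets, p53 targets, megakaryocyte and mast-basophil-eosinophil genes all 0.782, and B lineage genes 0.792. Interferon and immediate early genes also stood at 0.782. The T and NK list and the stroma list had 1 measured member each (adjusted p = 0.887 and 0.813).

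Gene by gene, 0 genes rose and 2 fell in Kras;M14-/- against Kras by limma, with 751 at an unadjusted p below 0.05 (418 higher and 333 lower) against 624 by chance. Snora74a, a small nucleolar RNA that guides pseudouridylation, was listed at 0 in both Kras;M14-/- libraries, at 178.34 and 328.51 FPKM in Kras and at 398.58 and 332.91 in Control (adjusted p = 0.00236). Snhg4, the host transcript of Snora74a, was 14.63 and 15.27 FPKM in Kras;M14-/- and 5.69 and 5.24 in Kras (log2 fold change 1.30, adjusted p = 0.46). The other gene past the threshold was the predicted gene Gm26461, named outside the rule, at 3.85 and 5.37 FPKM against 271.26 and 236.58 (adjusted p = 0.00989). The Snora74a call ended without Kras;M14-/- 2 (adjusted p = 0.193), and the Gm26461 call held only without either Control library. Genes of smallest p that did not pass included Aif1, a macrophage calcium-binding protein, at 8.72 and 10.61 against 3.35 and 2.53 FPKM (adjusted p = 0.5). Cnih1, a cargo receptor, was 3.36 and 5.11 against 12.72 and 13.98 (adjusted p = 0.46), and Ppp1ccb, a phosphatase subunit, 3.27 and 3.87 against 17.66 and 18.28 (adjusted p = 0.332). Alkbh7 and Mir6979 were listed at 0 in both Kras libraries, with Alkbh7 at 3.02 and 3.06 FPKM in Kras;M14-/- and 5.19 and 3.37 in Control.

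Kras;M14-/- against Control asked how far the double mutant stood from wild type, and Cd74, H2-Eb1 and H2-Aa, genes of antigen presentation, rose singly. H2-Ab1 had a similar log2 fold change of 3.06 without passing over all genes (adjusted p = 0.103). Cd74 was 154 ± 42.9 FPKM against 11.6 ± 1.88, a log2 fold change of 3.61 (SD, n = 2; limma adjusted p = 0.0117). H2-Eb1 was 34.7 ± 6.05 against 2.23 ± 1.05 (3.50, adjusted p = 0.03). H2-Aa was 20.8 ± 2.03 against 1.62 ± 0.792 (SD, n = 2; 3.09, adjusted p = 0.0439). The dendritic list rose by a median of 1.97, with 3 members past the threshold over all genes and 5 over the list alone (camera adjusted p = 2.84e-09; adjusted p = 0.0973 with an estimated correlation). The monocyte-macrophage list rose by a median of 0.71 with 16 of 19 higher (camera adjusted p = 5.64e-08, and 0.0973 with an estimated correlation). Its 3 lower members were C1qb, C1qc and Vcam1, named outside the rule. Over the list alone 5 members passed the threshold, and 0 over all genes. Ctss was 139 ± 0.24 against 24.5 ± 1.56 FPKM (SD, n = 2), and Csf1r, the macrophage colony-stimulating factor receptor, 10.39 and 10.58 against 5.56 and 5.25. Erythroid genes fell by a median of -2.39 with all 21 lower, 17 of them past the threshold over the list alone and 0 over all genes (adjusted p = 1.1e-14; adjusted p = 0.394 with an estimated correlation). Car1 was 5.92 and 20.16 against 85.07 and 108 FPKM, and Gfi1b, an erythroid repressor, was 0 and 1.19 against 6.27 and 7.32.

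**Figure D3:**
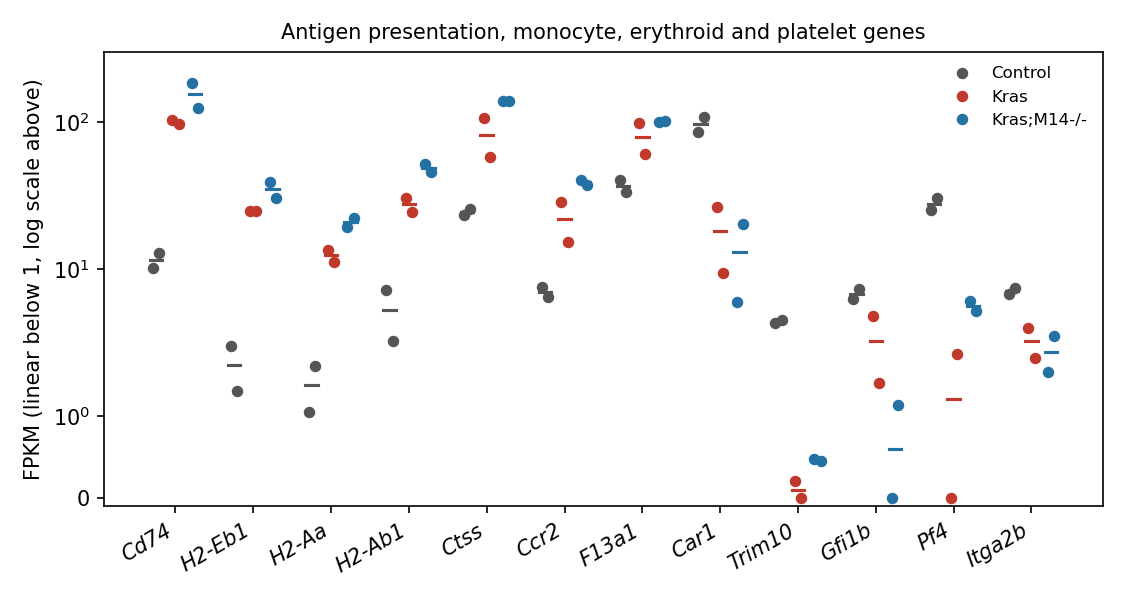
FPKM of antigen presentation (Cd74, H2 genes), monocyte (Ctss, Ccr2, F13a1), erythroid (Car1, Trim10, Gfi1b) and platelet (Pf4, Itga2b) genes in each input library, on an axis that is linear below 1 and logarithmic above; points are libraries and bars are means of 2. Cd74 lies at 10.22 and 12.88 in Control, 103.21 and 96.02 in Kras, and 184.57 and 123.88 in Kras;M14-/-.

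Granulocyte-monocyte progenitor genes rose in Kras;M14-/- against Control by a median of 0.42 (adjusted p = 4.53e-07; adjusted p = 0.184 with an estimated correlation), with Irf8 at 24.4 ± 3.76 against 9.18 ± 1.92 FPKM (SD, n = 2). Lysosomal genes rose by 0.23 (adjusted p = 5.14e-04; adjusted p = 0.394 with an estimated correlation), with Psap at 147 ± 26.3 against 46.0 ± 6.02 FPKM (SD, n = 2). Without Control 2 the progenitor median was 0.22. Each of these lists had 1 member past the threshold over the list alone and 0 over all genes. Proliferation genes fell by a median of -0.19 with 24 of 30 lower (adjusted p = 0.00193; adjusted p = 0.497 with an estimated correlation). Gins2, a replication helicase subunit, was 5.92 and 6.2 against 11.87 and 10.63 FPKM. Mature neutrophil genes rose by a median of 0.23 (adjusted p = 0.014; adjusted p = 0.602 with an estimated correlation). Megakaryocyte genes fell by a median of -1.01, with 3 of the 4 measured members past the threshold over the list alone and 0 over all genes (adjusted p = 0.0266; adjusted p = 0.497 with an estimated correlation). Ribosomal protein genes fell by a median of -0.13 with 65 of 86 lower (adjusted p = 0.0427; adjusted p = 0.666 with an estimated correlation). Rps3a2, a near copy of another ribosomal gene, was higher, at 13.57 and 20.25 against 8.31 and 6.78 FPKM. Proliferation, neutrophil and ribosomal lists had 0 members past the threshold over all genes or over the list alone. The neutrophil call ended without Control 2 (adjusted p = 0.0692) and Kras;M14-/- 2 (median 0.11, adjusted p = 0.123). The megakaryocyte call ended without Control 1 (0.0569), Control 2 (0.0866) and Kras;M14-/- 1 (0.227), and the ribosomal call without Control 1 (0.242) and Kras;M14-/- 2 (median -0.08, adjusted p = 0.402). The interferon list and the m6A machinery both stood at adjusted p = 0.064, and stem cell and MAPK output lists at 0.115 and 0.211. The autophagy list stood at 0.361 (median -0.16), the study's panel at 0.541, and mitochondrial, non-polyadenylated and m6A target lists at 0.406.

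In all, 6 genes rose and 3 fell in Kras;M14-/- against Control by limma, with 1169 at an unadjusted p below 0.05 (575 higher and 594 lower). Besides Cd74, H2-Eb1 and H2-Aa, Kctd12 was listed at 0 in both Control libraries and at 19.79 and 17.81 FPKM in Kras;M14-/- (adjusted p = 0.00703). The predicted genes Gm42413 and Gm21982, named outside the rule, rose as well (adjusted p = 0.0101 and 0.0458). Snora74a fell (adjusted p = 0.00154), as did the predicted gene Gm26461 (adjusted p = 0.00703). Rbm42 fell too, at 0.380 ± 0.184 against 13.6 ± 0.361 FPKM (SD, n = 2; log2 fold change -3.40, adjusted p = 0.0439). The calls of Cd74, H2-Eb1, H2-Aa, Rbm42 and Gm21982 ended with any single library left out, with the lowest adjusted p for Cd74 at 0.0793 without Kras;M14-/- 1. Snora74a stayed past the threshold in 5 of the 6 fits and ended without Kras;M14-/- 2 (adjusted p = 0.134). Kctd12 and Gm42413 held only without Kras 2 (adjusted p = 0.0427 and 0.0481). The Gm26461 call ended without Kras 1 (0.0616), Kras;M14-/- 1 (0.0793) and Kras;M14-/- 2 (0.153).

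To see whether genes that differed in Kras stood nearer to Control in the libraries labelled Kras;M14-/-, both comparisons were set against each other across genes. Log2 fold changes of Kras against Control and of Kras;M14-/- against Kras correlated at -0.494 across 12475 genes, which are not independent replicates. Both comparisons contain the same Kras libraries, and 100 simulations of unchanged genotypes gave a mean of -0.498, with a range of -0.530 to -0.465. The covariance was -0.187 against a simulated -0.107, a difference of -0.0798. At an unadjusted p below 0.05 in both comparisons stood 333 genes, 317 of them in opposite directions. Simulations of unchanged genotypes with shared Kras libraries gave 159 such genes on average (134 to 187), 154 of them opposite, and independent lists would share 93.0. Of these, 125 were higher in Kras and lower again in Kras;M14-/- (76.2 in simulations, 16.5 for independent lists), and 192 were lower and then higher (77.8 and 31.1), while 0 genes passed the adjusted threshold of limma in both. The pair of Kras libraries was not divided between the comparisons, as each would have kept only 1. Part of the excess over independent lists may come from the shared libraries, which the simulations include. The simulations drew each gene independently and gave no gene a genotype effect. A Kras effect combined with the shared libraries, or genes that vary together, could lift the count above the simulated range without a Mettl14 effect. The excess over either value is therefore not read as a return towards Control.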

Values the study reported

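From RNA sequencing of Lin-c-Kit+ cells, the study reported 859 genes that differed after METTL14 knockout. Of these, 736 were lower and 123 were higher. The study deposited its RNA sequencing apart from the m6A sequencing. These counts may therefore come from other libraries than the input libraries used here, and the paper's text states no threshold for them. By PCR, the study reported lower Atg5, Atg9a, Atg4b, Atg4c and Atg13 in Kras;M14-/- HSPCs. It also reported enrichment of autophagy pathways, lower m6A on Atg5 and Atg9a mRNA, and shorter half-lives of both mRNAs.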

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

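Restriction to protein-coding genes, scaling to their sum, leaving out the libraries with Xist and leaving out lists with 1 measured member were chosen after the data were seen; the other alternatives were fixed beforehand. Of the alternative values of gene lists, 752 kept their side of the threshold (57 of them, never past it, with the other sign), 60 lost the call, 33 gained it and 7 reversed. Of those of named genes, 2927 kept it (51 with the other sign, never past it), 47 lost it, 1 gained it and 0 reversed past the threshold. The causes of the changes below were not tested, except where fewer genes or libraries entered the fit. Counts of 2, 2 and 9 genes for Kras;M14-/- against Kras, Kras against Control and Kras;M14-/- against Control became 1, 0 and 3 without the expression filter and 0, 8 and 20 over protein-coding genes. They became 383, 701 and 574 at an unadjusted p below 0.05 and absolute log2 fold change above 1. Without both libraries with Xist, Kras and Kras;M14-/- kept 1 library each, so counts of that fit are not given. A mean FPKM of at least 5 gave 5 for Kras against Control, a fit of only these genotypes gave 0, and a pseudocount of 0.1 gave 5 for Kras;M14-/- against Control. Leaving out 1 library, whose lone partner was assumed to vary like the other groups, gave 0 to 4, 0 to 2 and 0 to 6.

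Over all tested genes, same-numbered libraries did not deviate together (correlations of 0.0155, 0.038 and -0.0538). A batch that touches few features stays possible. The mitochondrial gene mt-Nd1 was listed at 0 in the second library of each genotype and above 0 in the first. A fit with a replicate block gave 1, 0 and 3 genes. Of the lists, 4, 9 and 9 passed, and 0, 0 and 0 with an estimated correlation; leaving out 1 library gave 2 to 6 lists for Kras;M14-/- against Kras. With the 22 lists of more than 1 measured member, MAPK output in Kras against Control moved from adjusted p = 0.0519 to 0.0476.

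Reversed without the libraries with Xist, for Kras;M14-/- against Kras, were the mast-basophil-eosinophil list (1.29), the interferon list (-1.16) and the immediate early list (0.95). With 1 library left out, interferon ranged from -0.71 to 1.15 and immediate early from -0.87 to 0.81 there, and from -0.91 to 1.07 and -1.04 to 0.80 for Kras against Control. The correlation across genes between Kras against Control and Kras;M14-/- against Kras (-0.494, near its no-change value) was -0.471 at a mean FPKM of at least 5 and -0.518 with a pseudocount of 0.1. It was -0.680 and -0.630 without 1 Kras library, and -0.457 to -0.373 without 1 library of another genotype. The no-change value also moves with the number of libraries per group and was simulated only for all 6 libraries. Alternatives on m6A enrichment and on counts were not run, as neither IP values nor counts were used here. Depth is unknown, so values of 0 set no limit.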

Other observations

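Among protein-coding genes alone, a choice made after the data were seen, 8 of 9384 genes passed by limma in Kras against Control, 20 in Kras;M14-/- against Control and 0 in Kras;M14-/- against Kras. In Kras the smallest p among the rises were those of Kctd12, listed at 0 in both Control libraries, Cd74 and H2-Eb1 (adjusted p = 0.00138, 0.0033 and 0.00796), and H2-Aa, Fn1, Tgfbi and Cebpb rose too. Fn1 (fibronectin) was 8.25 and 9.97 FPKM in Control and 79.26 and 47 in Kras (adjusted p = 0.0141), and Tgfbi, a matrix protein made by monocytes, 4.95 and 5.52 against 30.18 and 21.91 (adjusted p = 0.0233). Cebpb, the granulopoiesis factor, was 15.02 and 14.75 against 41.41 and 47.82 (adjusted p = 0.0228). Rbm42 fell (log2 fold change -3.24, adjusted p = 0.0102), a call that may reflect read assignment, as described below. In Kras;M14-/- against Control, H2-Ab1 (7.21 and 3.25 against 51.24 and 45.66, adjusted p = 0.0102) passed. Aif1 (1.54 and 1.84 against 8.72 and 10.61, adjusted p = 0.0358), S100a4 (5.91 and 5.17 against 17.97 and 20.27, adjusted p = 0.0203) and the lipid carrier gene Apoe (21.92 and 25 against 63.57 and 76.04, adjusted p = 0.0184) rose as well. Zfpm1 fell from 25.34 and 18.84 to 5.18 and 5.81 (adjusted p = 0.0256), and Myh10, a non-muscle myosin, from 12.03 and 18.69 to 0.52 and 2 (adjusted p = 0.048).

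Some gene groups varied more within than between genotypes. The interferon list averaged 3.64 in Kras 1 and 1.69 in Kras 2 on the log2 scale, with 2.87 and 2.13 in Control and 2.37 and 3.42 in Kras;M14-/-. Immediate early and heat shock genes averaged 2.82 and 4.53 in Kras, 3.60 and 4.10 in Control, and 3.83 and 3.47 in Kras;M14-/-. Mast-basophil-eosinophil genes averaged 4.79 and 3.65 in Kras;M14-/-, 4.03 and 4.73 in Kras, and 4.46 and 4.67 in Control. The mitochondrial gene mt-Nd1 was listed at 0 in the second library of each genotype, and at 15.54, 12.7 and 11.22 FPKM in the first of Control, Kras and Kras;M14-/-.

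All tests in the next 3 paragraphs were chosen after seeing the pattern they address. Mettl14 was not lower in the libraries labelled Kras;M14-/- than in Kras. Against Kras, the lower end of the 95% interval of the log2 difference was -0.38, above the -0.73 of a 2-fold loss, but the Kras mean includes Kras 2 at 2.78 FPKM. Against Control the lower end was -0.86, below the -0.79 of a 2-fold loss, so a loss of that size stays open. An exchange of the labels Kras and Kras;M14-/- is not excluded by these values (upper end 0.98). The study's own assays of METTL14 and m6A ran the way the labels say, but they do not show which cells entered these libraries. Deletion of the floxed part alone, the biological reading of the label, could leave the gene-level value unchanged and was not tested.

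In Kras;M14-/- 2, Xist stood at 23.56 FPKM, 41.2% of the value in Kras 2, and Y-linked transcripts summed to 22.32 FPKM. That sum was 80.7% of the mean of the libraries without Xist, against a sum of 0.09 in Kras 2. A library holding cells of both sexes, pooled or carried over, may therefore account for it. No biological explanation was tested, and which library a carried-over part came from is not known.

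Snora74a at 0 in both Kras;M14-/- libraries was 1 of 2 genes below 1 FPKM in that pair and at 5 or more in the other 4 libraries, or the reverse. Pairs of libraries of different genotype had 0 to 4 such genes. The count took genes from 5 FPKM upward, whereas Snora74a stood at 178.34 to 398.58 FPKM in Control and Kras. It therefore cannot tell how often a feature of that level switches off without regard to genotype. The host transcript Snhg4 stood at 14.63 and 15.27 FPKM in Kras;M14-/-, against 5.24 to 8.87 in Control and Kras. Whether reads of Snora74a were assigned to Snhg4 in those libraries was not tested. Gm26461, at 3.85 and 5.37 FPKM in Kras;M14-/-, did not enter the count. The Control pair had 6, among them Kctd12, Gm42413 and Rbm42, which is above the range of 0 to 4. These 6 may not be separate signals, because Kctd12 and Gm42413 had similar values in each library. Rbm42 may also share its reads with Gm21982, as given next. The count therefore does not decide, and a difference between genotypes remains possible. Rbm42 and Gm21982 summed to between 14.97 and 16.3 FPKM in every library (SD 0.523), and Gm21982 ranked 1 of 12474 genes by that SD, with the next at 1.78. Reads of a single transcript assigned to either of these gene models may account for both calls.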
